A study of Mus musculus with 22 samples. Its data were reported in "Resistance to thyroid hormone induced tachycardia in RTHα syndrome" (2023).

How the data were processed

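RNA of whole hearts from 22 male mice was measured, 1 Clariom S Mouse array per mouse, with 6 wild-type mice on water, 6 wild-type mice on T3, 5 TRα1+m mice on water and 5 TRα1+m mice on T3. Groups and replicate numbers were taken from the sample titles. According to the labels, T3 was given at 0.5 mg/L with 0.01% bovine serum albumin in the drinking water for 12 days and control water held the albumin alone. RNA was isolated with a column kit and labelled with the WT Pico kit. The series description counts 12 wild-type and 10 TRα1+m mice, as many as there are arrays, so each array was taken to stand for a different mouse. On that reading, p-values measure the spread between animals, and the number of arrays limits the precision.

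The deposited table holds log2 intensities per probe set and array. The authors processed the scans with the Transcriptome Analysis Console 4.0.1, and the submitters' processing notes name RMA, which corrects background, normalizes between arrays and summarises probes. Whether all 22 arrays were normalized together is not given in the sources used here, nor is the genome build, so no coordinates are given. The table has 28846 entries: 22206 gene probe sets, 5222 negative-control, 1324 positive-control, 63 ERCC spike-in, 23 background and 8 bacterial spike-in probe sets. Values end at 19.93, and genes near that limit are compressed. Gene names came from a table of the platform, with symbols updated through their Entrez identifiers. A single gene was named by 19572 gene probe sets, several genes by 0, and 2634 are unnamed here. Adrb1, a gene the study names, was among those without a named probe set and is not analysed here. All 22 sample columns of the table were used.

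Probe sets with a mean log2 intensity above 4 over all arrays entered the tests (21092, of which 18573 name a gene). A linear model with a mean for each of the 4 groups was fitted to the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), so that all contrasts share an estimate of the spread. The contrasts were T3 against water in each genotype, TRα1+m against wild type on water and on T3, T3-treated TRα1+m against untreated wild type, and the genotype by T3 interaction. Benjamini-Hochberg adjustment was applied within each contrast, and an adjusted p below 0.05 counts as called. Gene lists were tested per contrast with cameraPR of limma, two-sided, at its preset inter-gene correlation of 0.01 and adjusted over the 38 lists. Lists were tested again with the correlation estimated from the data and with fry. Counts adjusted over a list alone use the p-values of its members only. The number of arrays in a direction counts the arrays of the named group on that side of the mean of the control group.

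The genes to be named were fixed by rule. For the T3 effect in each genotype and the genotype effect in each treatment these were the 6 called rises and 6 called falls with the largest fold change among probe sets that name exactly 1 gene, predicted genes left out. To them came, from each gene list, up to 4 called members with the smallest adjusted p and up to 2 members not called with the largest mean, and the 12 genes named by the study in every contrast. For the interaction the 6 called genes with the largest size in each direction were taken. A gene with several probe sets was read from that with the highest mean, and fewer genes are named in the text. Groups, tests, gene lists, this rule and most of the alternatives below were set before the data were examined.

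The deposited values were not normalized again for the main results. As alternatives they were quantile-normalized over the 22 arrays or centred on each array's median. Others were no filter, a filter on the highest group mean and a filter at 6, a minimum fold change of 1.5 or 2, trended and robust variances, array weights, a two-factor linear model without moderation, the two-stage adjustment of Benjamini, Krieger and Yekutieli, fits to the groups of a contrast alone, probe sets with a gene name only, a replicate block and leaving out each array in turn. Chosen after seeing the data were a fit without wild-type water array 3 and wild-type T3 array 6, the quantile-normalized values for gene lists, and genotypes matched on negative-control probe sets of like level in 20 bins. The comparison of group levels with the median negative-control probe set of the same arrays was also added after the data were seen. Replicates were compared pairwise and at most 0.0312% of their values were identical, so each array was counted as its own sample. For contrasts that share control arrays, unchanged groups were simulated 20 times and the 6 control arrays were split 3 against 3 in 20 ways.

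The fit was tested on simulated data with 200 of 21092 probe sets changed by known sizes. A log2 change of 1 was called in 87.0% of cases for T3 in wild type, 88.0% for T3 in TRα1+m, 91.0% for genotype on water, 89.0% for genotype on T3 and 56.5% for the interaction. At a change of 0.5 these shares were 8.5%, 0.5%, 8.5%, 10.5% and 0%, so that small changes can be missed. Where many more than 200 probe sets change, the adjustment is less strict, so these shares need not hold for contrasts with many calls. Plots were drawn with matplotlib 3.10.9.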

Results

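Gene expression was measured in whole hearts of male C57/BL6NCr mice housed singly at 30 °C, a temperature at which mice need no extra heat production. Animals aged 3 to 6 months were either wild type or heterozygous for a mutation of thyroid hormone receptor α1 (TRα1+m) that lowers its response to the hormone, and each genotype drank either water or water with T3, the active thyroid hormone, at 0.5 mg/L for 12 days. The series held 6 wild-type mice on water, 6 wild-type mice on T3, 5 TRα1+m mice on water and 5 TRα1+m mice on T3, each on 1 Clariom S Mouse array. Of 22206 gene probe sets, 21092 had a mean log2 intensity above 4 over the 22 arrays and entered the tests. Differences below are log2 differences with the standard error of the limma fit, adjusted p-values follow Benjamini and Hochberg over these probe sets, and group levels are means with SD.

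The 22 arrays fell into 4 separate groups on the leading principal components. Component 1 held 46.8% of the variance and separated the genotypes, and component 2 held 15.1% and separated T3 from water. In the deposited values the genotypes also lay on different scales. The median of the gene probe sets ran from 6.46 to 6.63 over wild-type arrays on water and from 6.51 to 6.62 on T3, against 6.99 to 7.09 and 7.02 to 7.08 over TRα1+m arrays. Most kinds of probe sets that match no mouse gene differed in a like way. On water, the median genotype difference was 0.389 for 14 background, 0.409 for 61 ERCC spike-in and 0.381 for 4990 negative-control probe sets. It was 0.357 for the gene probe sets and smaller, at 0.192, for 8 bacterial spike-in probe sets. These values cover probe sets with a mean above 4. The per-array median of all 23 background probe sets differed less. Its mean was 5.901 in wild type and 5.995 in TRα1+m on water, with overlapping ranges. For the bacterial spike-in probe sets it was lower in TRα1+m, at 9.546 against 9.681, so the shift was not uniform. On T3 the median gene probe set lay 0.35 higher in TRα1+m. Genotype differences are therefore given both from the deposited values and after joint quantile normalization of the 22 arrays, which brings the median to near 0. Effects of T3 are differences within a genotype, where the medians of gene probe sets were 0.01 in wild type and -0.02 in TRα1+m. Those of negative-control probe sets were -0.0749 and -0.157, so T3 and water arrays also differed somewhat in level. The median negative-control probe set had a mean level of 6.25 and 6.16 in wild type on water and T3, and of 6.71 and 6.54 in TRα1+m. Where a group of a named gene lies below this level, its signal is not shown to exceed background, and differences between it and a higher level are read as lower bounds.

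**Figure D1:**
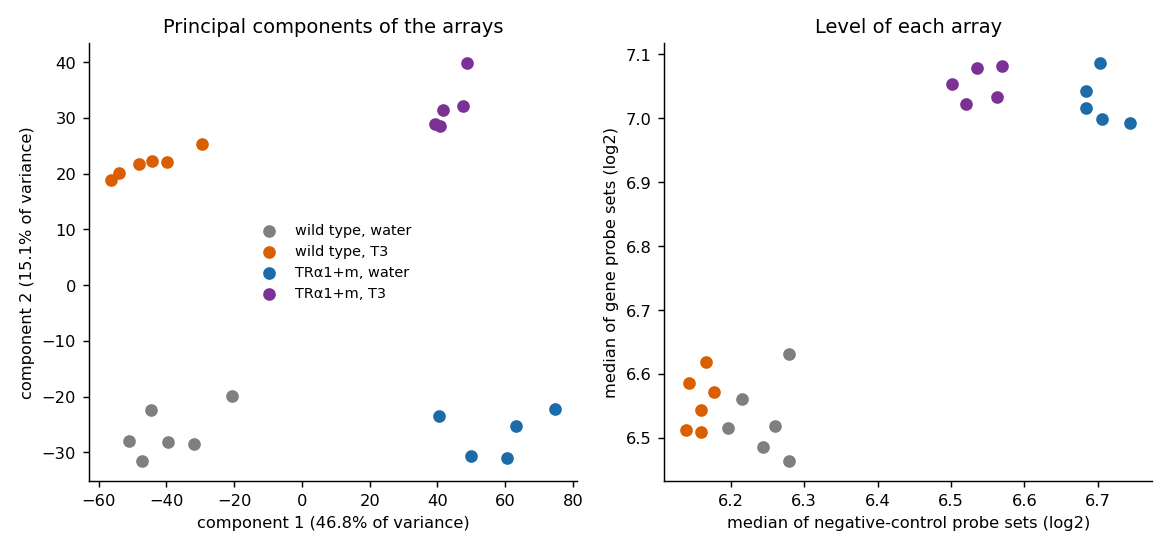
Left, position of the 22 arrays on principal components 1 and 2 of the tested probe sets; right, the median log2 intensity of gene probe sets against that of negative-control probe sets, 1 point per array. The TRα1+m arrays lie at gene medians of 6.99 to 7.09 and the wild-type arrays at 6.46 to 6.63, and both kinds of probe set are higher in TRα1+m.

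The mutated gene itself served as a check of the labels, as far as the array allows. Thra, which encodes TRα1, had a level of 10.73 ± 0.30 in wild type on water (n = 6) and 12.28 ± 0.13 in TRα1+m on water (n = 5), a difference of 1.55 ± 0.13 (adjusted p = 1e-08, higher in 5 of 5 arrays, 1.39 after quantile normalization). On T3 Thra fell by 0.95 ± 0.13 in wild type (adjusted p = 9.5e-06, 6 of 6 arrays) and fell by 1.10 ± 0.14 in TRα1+m (adjusted p = 2.8e-06, 5 of 5 arrays). Its level says nothing about the mutation itself, a substitution, since probe set intensities sum over both alleles.

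The comparison of T3 with water in wild type asked which cardiac genes respond to the hormone at this temperature. Hcn2, a pacemaker channel subunit, rose from 6.95 ± 0.44 to 9.94 ± 0.27 (n = 6 each), a difference of 2.99 ± 0.22 or 7.94-fold (adjusted p = 9.3e-10, 6 of 6 arrays). Hcn4, the main pacemaker channel of the sinoatrial node, rose by 0.69 ± 0.19 (adjusted p = 0.014, 6 of 6 arrays). Myh7, the slow myosin heavy chain, fell by 1.91 ± 0.25 (adjusted p = 8.5e-06, 6 of 6 arrays). Kcne1, an auxiliary subunit of the slow delayed rectifier, fell by 1.72 ± 0.26 (adjusted p = 3.6e-05, 6 of 6 arrays). The largest rise among named genes was that of Lrat, which esterifies retinol, at 6.71 ± 0.26 (adjusted p = 6e-15, 6 of 6 arrays). Rgs7, a regulator of G protein signalling, rose by 3.69 ± 0.24, Tlcd2 by 3.35 ± 0.16, Cntn2, a cell adhesion molecule of the conduction system, by 2.50 ± 0.19, and the transferrin receptor gene Tfrc by 2.50 ± 0.25. Scgb1c1 fell by 4.54 ± 0.17, Myom2, a protein of the sarcomeric M band, by 3.79 ± 0.18, Cep128 by 3.54 ± 0.21, Kcnip2, an auxiliary subunit of Kv4 channels, by 2.96 ± 0.11, Lgals4 by 2.68 ± 0.30 and Pde1c by 2.46 ± 0.16, each in 6 of 6 arrays.

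Of the 11 genes named by the study that the array measured under a name, 4 changed with T3 in wild type, with 2 higher and 2 lower, and 5 passed when adjusted over the list alone. That list was chosen in part on these samples, so its count is not independent evidence. Ryr2, the calcium release channel of the sarcoplasmic reticulum, was not called at 0.22 ± 0.09 (adjusted p = 0.12, higher in 6 of 6 arrays), while it passed after quantile normalization at 0.27 (adjusted p = 0.043) and when adjusted over the list alone (adjusted p = 0.0487). Neither Myh6, the fast myosin heavy chain, at -0.04 ± 0.11 nor Atp2a2, the calcium pump SERCA2, at -0.01 ± 0.08 was called. Both lie close to the upper limit of the scale, at wild-type levels of 18.87 and 19.63, where differences are compressed. The values of Kcnh2 (-0.26 ± 0.19), Kcnd2 (-0.31 ± 0.20), Kcna5 (0.08 ± 0.23), all potassium channel subunits, and of Chrm2, the muscarinic receptor of the heart (-0.26 ± 0.15), did not pass either.

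**Figure D2:**
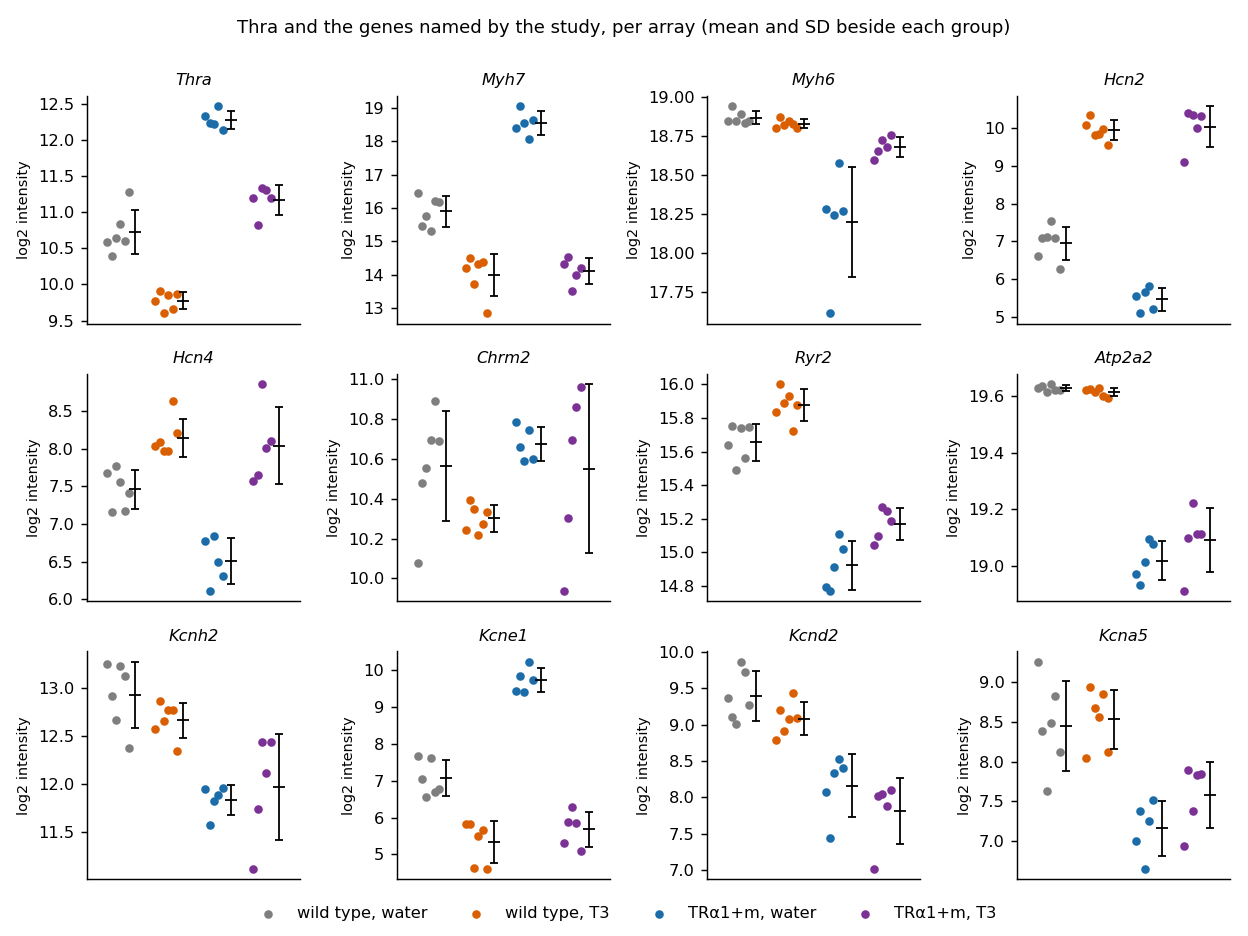
Log2 intensity of Thra and of 11 genes named by the study on each array, with 1 point per array and the mean and SD beside each of the 4 groups (6, 6, 5 and 5 arrays). Hcn2 rises from 6.95 to 9.94 with T3 in wild type and from 5.47 to 10.04 in TRα1+m, while Ryr2 stays lower in TRα1+m, at 14.92 on water and 15.17 on T3 against 15.65 and 15.88.

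Immune and matrix genes made up the most uniform response. All 18 measured interferon-induced genes rose in wild type, with Ifit3 at 1.92 ± 0.17, Oasl2 at 1.74 ± 0.19 and Usp18 at 1.54 ± 0.18. The list passed the camera set test (median 1.31, adjusted p = 6.7e-31, and adjusted p = 0.00863 with an estimated correlation). Of 13 macrophage and MHC class II genes, 10 rose and none fell (12 adjusted over the list alone), among them C1qb at 1.46 ± 0.16, Lyz2 at 1.48 ± 0.17 and C1qa at 1.17 ± 0.14 (list median 0.73, adjusted p = 1.5e-13, and adjusted p = 0.0182 with an estimated correlation). Of 20 extracellular matrix genes, 19 rose, such as Col4a2 at 1.68 ± 0.21, Sparc at 1.60 ± 0.17 and Col1a1 at 1.12 ± 0.17 (median 1.10, adjusted p = 1.9e-21, and adjusted p = 0.015 with an estimated correlation). Of 9 fibroblast markers, 3 of which are collagens also in the matrix list, 6 rose (median 1.00, adjusted p = 1.9e-07, and adjusted p = 0.0461 with an estimated correlation), and of 9 endothelial markers 5 rose, including Cdh5 at 0.67 ± 0.10 and Pecam1 at 0.64 ± 0.11 (median 0.35, adjusted p = 2.6e-04, and adjusted p = 0.0611 with an estimated correlation). None of 7 lymphocyte and none of 8 neutrophil markers was called. Among 19 cell division genes 6 rose, 11 when adjusted over the list alone, with Mki67 at 1.62 ± 0.33 (median 0.60, adjusted p = 1.6e-05, and adjusted p = 0.236 with an estimated correlation).

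Lists of fatty acid oxidation, glucose use and the sarcomere were called as lower at the preset correlation, and none of them kept its call with an estimated correlation. Of 28 fatty acid oxidation genes, 15 fell and none rose (17 adjusted over the list alone), among them Slc27a1, a fatty acid transporter, at -1.53 ± 0.19, Ppara, a nuclear receptor of lipid metabolism, at -1.37 ± 0.18, Acadm at -0.81 ± 0.12 and Cpt1b, which moves fatty acids toward the mitochondria, at -0.72 ± 0.09. Their median was -0.36 (adjusted p = 1.3e-11, and adjusted p = 0.119 with an estimated correlation). Of 19 genes of glucose use, 8 fell and 1 rose, with Pdk1 at -1.40 ± 0.11, Pdk2 at -0.87 ± 0.10 and Ldhb at -0.86 ± 0.09 (adjusted p = 8.2e-05, and adjusted p = 0.0905 with an estimated correlation). Of 19 sarcomere genes 5 fell, 8 when adjusted over the list alone (adjusted p = 3.4e-05, and adjusted p = 0.119 with an estimated correlation). Circadian clock genes fell in 6 of 17 cases and rose in 1, with Ciart at -2.23 ± 0.52 and Per3 at -1.39 ± 0.35 (median -0.68, adjusted p = 0.0128, and adjusted p = 0.138 with an estimated correlation).

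Genes with textbook T3 responses split by direction. Of 8 T3-repressed genes, 5 fell, including Slc8a1, the sodium-calcium exchanger, at -1.21 ± 0.12 (median -0.83, adjusted p = 1.5e-08, and adjusted p = 0.00863 with an estimated correlation). Of 18 T3-induced genes, 5 rose, such as Hr, a nuclear receptor corepressor, at 1.91 ± 0.19 and Atp1b1, a sodium pump subunit, at 0.82 ± 0.11. In the same list 2 fell, Ppargc1a, a coactivator of mitochondrial genes, at -1.01 ± 0.12 and Slc2a4, the insulin-responsive glucose transporter, at -0.47, so that the median was 0.16 (adjusted p = 0.0112, adjusted p = 0.229 without the study genes, and adjusted p = 0.506 with an estimated correlation). Among 40 genes of heart rate and conduction, 4 rose and 11 fell (6 and 12 adjusted over the list alone), and the list as a whole was not called (adjusted p = 0.058, and adjusted p = 0.506 with an estimated correlation), while without the study genes it was called as lower at the preset correlation (adjusted p = 0.00376). Falls included Kcnq1, the pore subunit of the slow delayed rectifier, at -1.26 ± 0.15 and Cacna1c, the L-type calcium channel, at -0.65 ± 0.10. Among 85 potassium channel genes 10 fell and none rose.

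Over all tested probe sets, limma called 2688 in wild type at an adjusted p below 0.05, with 1320 higher and 1368 lower on T3. After quantile normalization 2704 were called. Without wild-type water array 3 and wild-type T3 array 6, which stood apart on component 3 at -37.9 and -44.2, the count was 2451.

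In TRα1+m hearts the same treatment was used to ask whether raised T3 reactivates the mutant receptor. Hcn2 rose from 5.47 ± 0.31 to 10.04 ± 0.54 (n = 5 each), by 4.57 ± 0.24 (adjusted p = 2.8e-12, 5 of 5 arrays), and Hcn4 rose from 6.51 ± 0.31 to 8.04 ± 0.51, by 1.53 ± 0.20 (adjusted p = 6.7e-06, 5 of 5 arrays). Both started below the median negative control of those arrays, so these rises are lower bounds. Myh7 fell by 4.43 ± 0.28 (adjusted p = 4.9e-11, 5 of 5 arrays) and Kcne1 by 4.05 ± 0.28 (adjusted p = 2.3e-10, 5 of 5 arrays). Irf7, a transcription factor of the interferon response, rose by 4.78 ± 0.37 (adjusted p = 1.5e-09, 5 of 5 arrays), and like Hcn2 and Lrat it started below the median negative control, so these rises are not ranked. Lrat rose by 4.53 ± 0.28, the carbonyl reductase gene Cbr2 by 3.72 ± 0.22, Rgs7 by 3.68 ± 0.26 and the antiviral gene Rsad2 by 3.52 ± 0.21, while Scgb1c1 fell by 4.34 ± 0.19, Cep128 fell by 4.16 ± 0.23, Lgals4 fell by 3.41 ± 0.33 and Efnb3 fell by 3.01 ± 0.20, each in 5 of 5 arrays. Tnni1, the slow skeletal troponin I of the fetal heart, fell by 2.32 ± 0.20 and Nppb, which encodes B-type natriuretic peptide, rose by 2.23 ± 0.42.

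Of the 11 study genes, 5 changed in TRα1+m, with 3 higher and 2 lower, and 6 passed adjusted over the list alone. Besides the Hcn genes, Myh6 rose at 0.48 ± 0.12 (adjusted p = 0.007, 5 of 5 arrays), a call that ended after quantile normalization at 0.39 (adjusted p = 0.086). Ryr2 at 0.25 ± 0.10 was not called (adjusted p = 0.11, higher in 5 of 5 arrays) and passed after quantile normalization at 0.30 (adjusted p = 0.034) and when adjusted over the list alone (adjusted p = 0.0382). Atp2a2 at 0.07 ± 0.08 and Kcnh2 at 0.13 ± 0.21 did not pass. Of 40 heart rate and conduction genes 4 rose and 9 fell (4 and 10 adjusted over the list alone), with Cntn2 at 1.81 ± 0.21 and Slc8a1 at -1.20 ± 0.13, and the list was not called (adjusted p = 0.241, and adjusted p = 0.667 with an estimated correlation), while without the study genes it passed as lower at the preset correlation (adjusted p = 0.0152). Of 85 potassium channel genes, 3 rose and 8 fell, Kcnip2 at -2.21 ± 0.12 and Kcna4 at -1.07 ± 0.17 among the falls.

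Interferon genes again rose without exception among the 18 measured, with Gbp3 at 3.15 ± 0.21, Ifit3 at 2.97 ± 0.18 and Oas2 at 2.69 ± 0.18 (median 2.39, adjusted p = 8.2e-70, and adjusted p = 0.00208 with an estimated correlation). Of 13 macrophage and MHC class II genes 12 rose, led by Lyz2 at 2.44 ± 0.18, C1qb at 2.35 ± 0.17 and C1qa at 2.14 ± 0.15 (median 1.43, adjusted p = 2.7e-26, and adjusted p = 0.0041 with an estimated correlation). Matrix genes rose in 16 of 20 cases, 18 adjusted over the list alone, with Col4a2 at 1.89 ± 0.23 and Sparc at 1.87 ± 0.19 (median 0.92, adjusted p = 1.0e-15, and adjusted p = 0.0289 with an estimated correlation). Of 9 fibroblast markers, again with these 3 collagens, 5 rose (median 0.54, adjusted p = 7.3e-04, and adjusted p = 0.172 with an estimated correlation), and 6 of 9 endothelial markers rose, including Tie1 at 1.12 ± 0.15 and Vwf at 1.20 ± 0.19 (median 0.50, adjusted p = 6.1e-06, and adjusted p = 0.0118 with an estimated correlation). Cell division genes rose in 15 of 19 cases, 17 adjusted over the list alone, with Mki67 at 2.57 ± 0.36, Bub1 at 1.66 ± 0.31 and Nusap1 at 1.51 ± 0.26 (median 1.20, adjusted p = 1.5e-10, and adjusted p = 0.118 with an estimated correlation).

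Fatty acid oxidation genes fell in 11 of 28 cases and rose in 1, with Slc27a1 at -1.43 ± 0.21, Acot1, an acyl-CoA thioesterase, at -1.39 ± 0.23 and Cpt1b at -0.65 ± 0.10 (median -0.35, adjusted p = 1.1e-05, and adjusted p = 0.361 with an estimated correlation). Of 17 clock genes 6 fell and none rose, 7 adjusted over the list alone, with Dbp at -2.15 ± 0.44, Nr1d1 at -1.75 ± 0.32 and Cry2 at -1.34 ± 0.19 (median -0.40, adjusted p = 0.0174, and adjusted p = 0.242 with an estimated correlation). Of 14 immediate early genes, which respond within minutes to many stimuli, 4 fell, including Nr4a1 at -2.31 ± 0.27 and Dusp1 at -0.92 ± 0.17 (median -0.52, adjusted p = 0.0112, and adjusted p = 0.361 with an estimated correlation). T3-repressed genes fell in 5 of 8 cases (median -0.85, adjusted p = 6.6e-14, and adjusted p = 0.00243 with an estimated correlation), and T3-induced genes rose in 7 of 18 and fell in 2, Ppargc1a and Slc2a4 as in wild type (median 0.49, adjusted p = 6.3e-04, adjusted p = 0.437 without the study genes, and adjusted p = 0.361 with an estimated correlation). Among lipid synthesis genes 5 of 14 rose, with Elovl5, a fatty acid elongase, at 1.24 ± 0.14 and Dgat2, which makes triglycerides, at 1.01 ± 0.16 (adjusted p = 0.0174, and adjusted p = 0.61 with an estimated correlation). In total 3198 probe sets were called in TRα1+m, 1738 higher and 1460 lower.

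**Figure D3:**
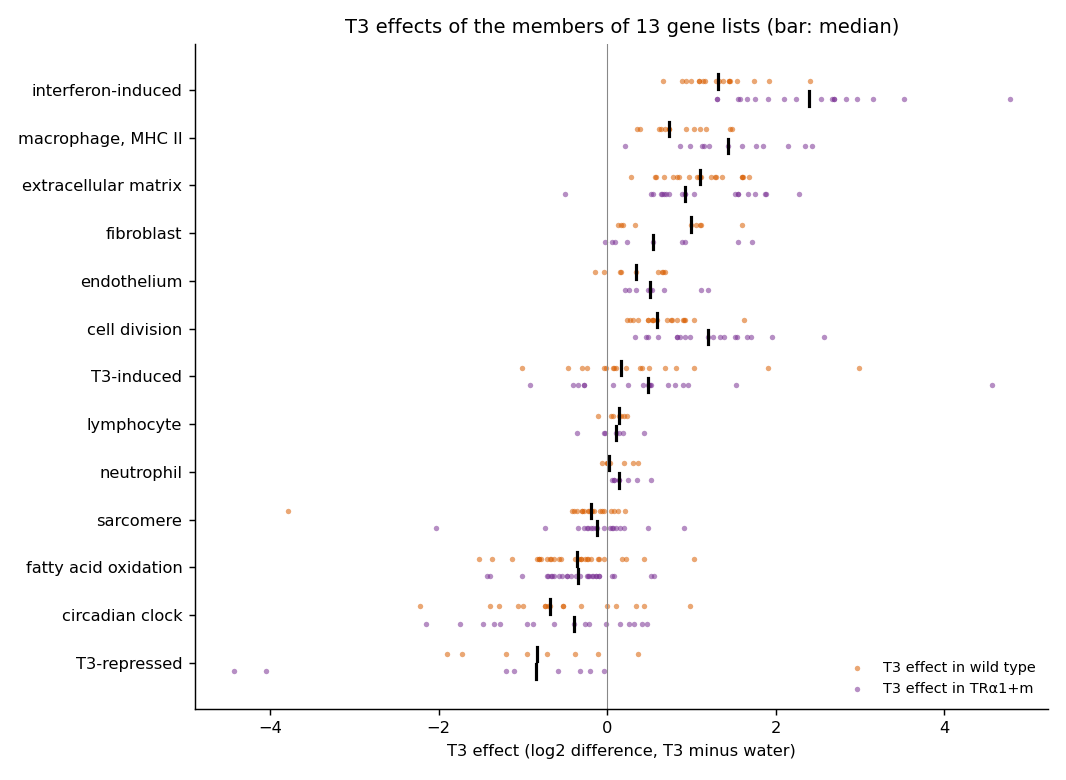
T3 effects as log2 differences for the members of 13 gene lists, 1 point per gene, with a bar at the median, in wild type (orange) and TRα1+m (violet). The interferon genes have medians of 1.31 and 2.39 and the T3-repressed genes -0.83 and -0.85, while neutrophil markers lie near 0.

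The T3 responses of the genotypes were then set against each other. The study reported somewhat higher serum T3 in treated TRα1+m mice than in treated wild type. Hormone level is therefore not separated from genotype in comparisons of treated mice. Across the tested probe sets the T3 effects had a Pearson correlation of 0.74 and a Spearman correlation of 0.558. Probe sets are not independent replicates. Of the probe sets called in both genotypes, 1810 in number, all had the same direction, 960 higher and 850 lower, where independent lists would share 108.8 and 94.7. The test of the difference itself, the genotype by T3 interaction, called 58 probe sets, 39 with a more positive T3 effect in TRα1+m and 19 with a more negative one. That count depends on the method: it was 88 after quantile normalization, 99 with trended and robust variances and 100 with array weights.

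Myh7 fell further in TRα1+m, with an interaction of -2.53 ± 0.37 (adjusted p = 0.0015), and the interaction of Kcne1 was -2.33 ± 0.38 (adjusted p = 0.0035). On T3 neither gene differed between genotypes at the threshold, but Kcne1 then lay below the median negative control in both, at 5.34 and 5.68, so both of its falls are lower bounds, and neither the larger fall nor its likeness on T3 is settled. Interaction values were likewise negative for Nr4a1 (-1.98 ± 0.37), Tnni1 (-2.36 ± 0.28, adjusted p = 1.8e-04) and Tmem232 (-1.69 ± 0.25). Tnni1 (4.29 and 4.32) and Tmem232 (3.80 and 3.51) lay below the median negative control in wild type on water and T3, where a fall may not have been measurable, so their T3 effects in the genotypes are not comparable, and Nr4a1 lay close to it. Of the 58 probe sets called, 17 had a group mean below that level, among them Hcn2, Irf7, Retnla and Lrat on water in TRα1+m. The interaction of Lrat was -2.19 ± 0.38 (adjusted p = 0.0068), but Lrat lay below that level on water in both genotypes (5.62 and 5.50), so which rise was smaller is not settled. The response was more positive for Cbr2 (2.47 ± 0.29, adjusted p = 1.8e-04), Rsad2 (2.07 ± 0.29, adjusted p = 7.1e-04), Gbp3 (1.82 ± 0.29) and Myom2 (1.76 ± 0.26), which fell less. It was also more positive for Retnla, a secreted product of macrophages (2.57 ± 0.54, adjusted p = 0.034), Irf7 (2.37 ± 0.50, adjusted p = 0.034) and Hcn2 (1.58 ± 0.32, adjusted p = 0.026). The calls of these last genes lie near the threshold: that of Hcn2 ended without any of 9 of the 22 arrays (interaction 1.49 to 1.58), that of Irf7 without any of 15 (2.17 to 2.42) and that of Retnla without any of 13 (2.35 to 2.66), while the sizes changed little. For Hcn4 the interaction was 0.84 ± 0.28 (adjusted p = 0.33), for Myh6 0.52 ± 0.17 (adjusted p = 0.31), for Ryr2 0.02 ± 0.13, for Atp2a2 0.09 ± 0.11 and for Kcnh2 0.40 ± 0.28, none of them called. Of the interferon list, 5 of 18 genes were called with a larger rise in TRα1+m, 15 when adjusted over the list alone (median 0.93, adjusted p = 1.0e-31, and adjusted p = 0.0136 with an estimated correlation). Macrophage genes moved the same way, with 1 of 13 called and 6 adjusted over the list alone (median 0.67, adjusted p = 3.5e-10, and adjusted p = 0.0797 with an estimated correlation).

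**Figure D4:**
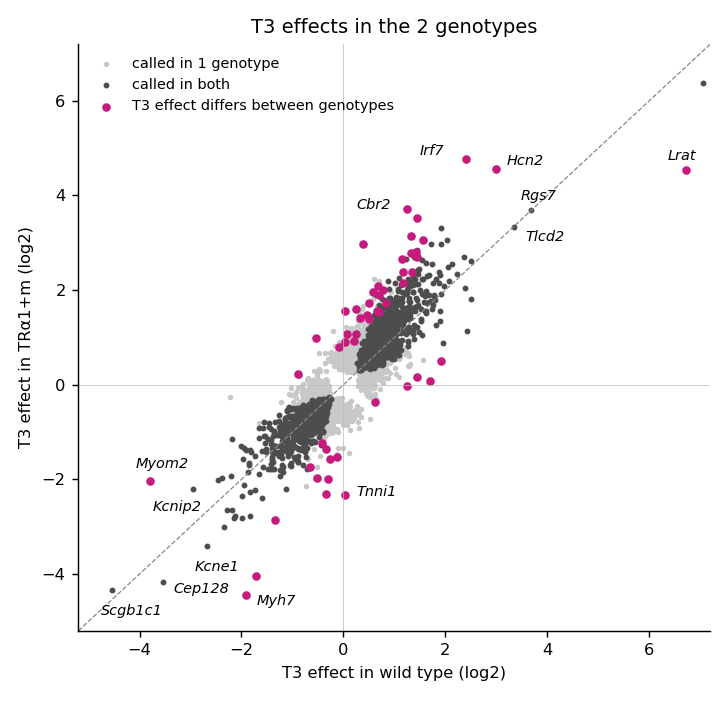
T3 effect in TRα1+m against T3 effect in wild type, as log2 differences, 1 point per named probe set called in either genotype; the dashed line marks equal effects and magenta points are those whose T3 effect differed between genotypes. Myh7 lies at -1.91 and -4.43 and Lrat at 6.71 and 4.53.

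The comparison of genotypes on water asked what reduced TRα1 signalling changes at baseline. Myh7 was 2.65 ± 0.26 higher in TRα1+m (adjusted p = 8.2e-08, 5 of 5 arrays, 2.79 after quantile normalization), and Kcne1 was 2.67 ± 0.27 higher (adjusted p = 8.5e-08, 5 of 5 arrays, 2.34). Hcn2 was lower by -1.48 ± 0.23 (adjusted p = 1.4e-05, 5 of 5 arrays, -1.97) and Hcn4 by -0.95 ± 0.20 (adjusted p = 3.3e-04, 5 of 5 arrays, -1.43). Ryr2 was lower by -0.73 ± 0.10 (adjusted p = 2e-06, 5 of 5 arrays, -0.83), as were Atp2a2 at -0.61 ± 0.08 (-0.40), Myh6 at -0.67 ± 0.12 (-0.44), Kcnh2 at -1.09 ± 0.20 (-1.22), Kcnd2 at -1.23 ± 0.21 (-1.56) and Kcna5 at -1.29 ± 0.24 (-1.70), each in 5 of 5 arrays. Wild-type Atp2a2 and Myh6 lie near the upper limit of the scale, so their differences from TRα1+m, here and below, are compressed and read as lower bounds. In all, 10 of the 11 study genes differed, 2 higher and 8 lower, and the same number passed adjusted over the list alone, which is not independent evidence. Chrm2 was not called (0.11 ± 0.15, adjusted p = 0.56, and -0.08 after quantile normalization).

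Among named genes higher in TRα1+m the largest differences were those of Scd4, a fatty acid desaturase, 4.20 ± 0.29 higher (3.95 after quantile normalization), Arntl, the core clock factor BMAL1, 3.14 ± 0.51 higher (2.79), Angptl4, an inhibitor of lipoprotein lipase, 3.12 ± 0.58 higher (2.79), Cep128, 3.07 ± 0.22 higher (2.94), the cell cycle inhibitor gene Cdkn1a, 3.04 ± 0.27 higher (2.70), and Tmem232, 2.99 ± 0.18 higher (2.60). Retnla was lower at -3.05 ± 0.38 (-3.44), Ciart at -2.68 ± 0.55 (-3.06), Tmem196 at -2.23 ± 0.17 (-2.71), Myl1 at -2.18 ± 0.18 (-2.24) and the platelet chemokine gene Ppbp at -2.17 ± 0.62 (-2.58). Bmp10, a growth factor of the atria, was lower at -3.87 ± 1.47 (adjusted p = 0.03), in 4 of 5 arrays and below every wild-type array in 3. Its call ended without TRα1+m water array 3 or array 4 (between -2.86 and -2.30), so it rests on single arrays. Tnni1 was 2.47 ± 0.20 higher and Klf9, a T3-induced transcription factor, lower at -1.81 ± 0.19 (-1.93). Tmem232 and Tnni1 lay below the median negative control in wild type, at 3.80 and 4.29. In TRα1+m they lay only just above it, at 6.79 and 6.76 against 6.71, so neither group is clearly above background.

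The lists of T3-responsive genes rest in part on study genes, which are not independent evidence: 7 of the 9 lower T3-induced genes and 2 of the higher T3-repressed genes are among them. Of 18 T3-induced genes 9 were lower and 3 higher on the deposited values, and 10 and 1 after quantile normalization (median -0.37, adjusted p = 2.7e-06, adjusted p = 0.199 for the T3-induced list without the study genes, and adjusted p = 0.15 with an estimated correlation). Of 8 T3-repressed genes 6 were higher and none lower, 5 after quantile normalization (median 0.97, adjusted p = 0.0102, adjusted p = 0.36 for the T3-repressed list without the study genes, and adjusted p = 0.408 with an estimated correlation). The 40 heart rate and conduction genes went both ways, with 12 higher and 11 lower on the deposited values and 8 and 14 after quantile normalization. Cntn2 was lower at -1.46 ± 0.20 (-1.96). The list had a median of 0.13 and a mean of 0.03, above 0, while camera placed it below the other genes (adjusted p = 0.0059, and adjusted p = 0.428 with an estimated correlation), a call that ended after quantile normalization (adjusted p = 0.097) and without the study genes (adjusted p = 0.369). Of 21 calcium handling genes 5 were higher and 6 lower, with 5 and 5 after quantile normalization. The set of 85 potassium channel genes turned with the scale, from 32 higher and 14 lower to 14 higher and 29 lower.

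Clock genes differed in both directions. Besides Arntl, its partner genes Npas2, at 1.79 ± 0.30 (1.38 after quantile normalization), and Clock, at 0.75 ± 0.13 (0.67), were higher, while Dbp at -2.17 (-2.18), Nr1d2 at -1.54 ± 0.23 (-1.65) and Nr1d1 at -1.10 (-1.20) were lower. Of 17 measured, 4 were higher and 9 lower, and after quantile normalization 3 and 12 (median -0.52, adjusted p = 5.2e-04, and adjusted p = 0.15 with an estimated correlation). With each array centred on its median, Clock lost its call. Wild-type water array 6 had a mean over the clock genes of 9.51, where the other wild-type water arrays had 10.06 to 10.27. That lies near the TRα1+m water arrays, at 9.54 to 9.72. Immediate early genes included Nr4a1 at 2.33 ± 0.26 (1.93) and Nr4a2 at 1.93 ± 0.22. Of 18 interferon genes 4 were lower and 1 higher, and after quantile normalization 10 lower and none higher, with Rsad2 at -1.15 ± 0.20 (-1.55). That list had a median of -0.20 (adjusted p = 0.0018, and adjusted p = 0.428 with an estimated correlation). Macrophage genes moved with it, 4 of 13 lower and 1 higher, or 10 and none after quantile normalization, with Mrc1 at -1.03 ± 0.15 (-1.15) and Lyz2 at -0.85 ± 0.17 (-0.96) (list median -0.36, adjusted p = 2.5e-04, and adjusted p = 0.26 with an estimated correlation). Subunits of oxidative phosphorylation were higher in 41 of 82 cases and lower in 17, with Ndufb8 at 1.39 ± 0.12 (1.22) and Uqcrc2 at 1.03 ± 0.11 (0.95). That list was not called on the deposited values (adjusted p = 0.975) and was called after quantile normalization, where 36 were higher and 15 lower (adjusted p = 0.002, and adjusted p = 0.742 with an estimated correlation). With each array centred on its median it was called in the opposite direction (adjusted p = 0.016), so no direction is given for it. Hk2, a hexokinase, was lower at -0.97 ± 0.13 (-1.08).

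**Figure D5:**
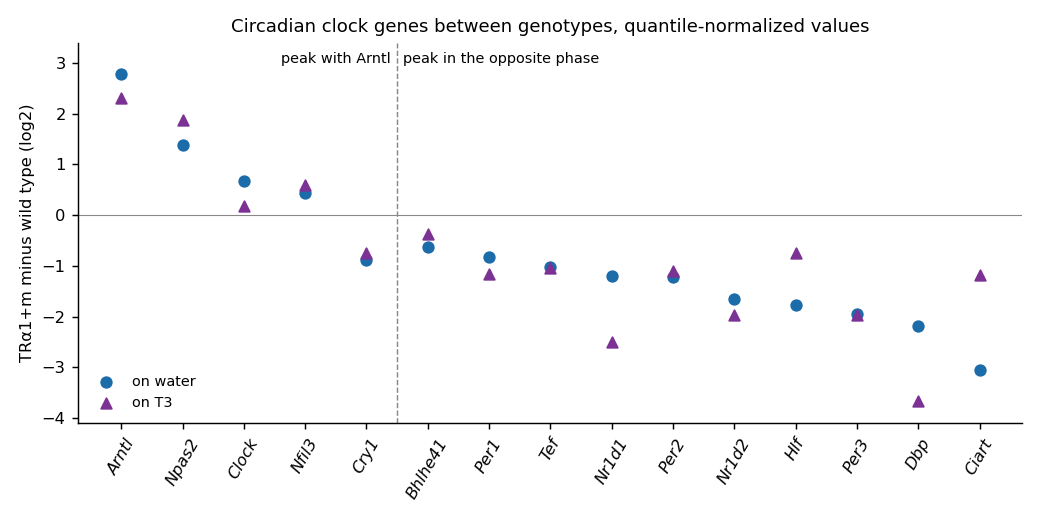
Difference between TRα1+m and wild type in log2 units after quantile normalization for 15 clock genes, on water (circles) and on T3 (triangles), grouped by whether their daily peak falls with that of Arntl or in the opposite phase. Arntl lies at 2.79 on water, and Dbp at -2.18 on water and -3.67 on T3.

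The number of calls between genotypes depended on the scale. On water limma called 11516 probe sets on the deposited values, 9803 higher in TRα1+m and 1713 lower, so that 85.1% were higher. After quantile normalization 8421 were called, 3985 higher and 4436 lower (47.3% higher). With each array centred on its median 9037 were called, 2956 higher and 6081 lower (32.7% higher), and with the genotypes matched on their negative-control probe sets 8506, 4437 higher and 4069 lower (52.2% higher). The genotypes differed in array scale on every array, so genotype and scale cannot be told apart by the design, and small differences of single genes have no certain sign.

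On T3 the genotypes were compared to see which baseline differences were still present when both were treated. The difference in Ryr2 was -0.71 ± 0.10 (adjusted p = 3.8e-06, 5 of 5 arrays, -0.80 after quantile normalization). Atp2a2 was lower at -0.52 ± 0.08 (adjusted p = 2e-05, 5 of 5 arrays, -0.37), Kcnd2 at -1.27 ± 0.21 (adjusted p = 3.7e-05, 5 of 5 arrays, -1.66), Kcna5 at -0.95 ± 0.24 (adjusted p = 0.0026, 5 of 5 arrays, -1.36) and Kcnh2 at -0.70 ± 0.20 (adjusted p = 0.0055, 5 of 5 arrays, -0.82). No call was made for Myh7 (0.12 ± 0.26), Kcne1 (0.34 ± 0.27), Hcn2 (0.10 ± 0.23) or Chrm2 (0.25 ± 0.15), nor for Hcn4 at -0.11 ± 0.20 (adjusted p = 0.65), which was lower after quantile normalization at -0.54 (adjusted p = 0.031). Myh6 was not called at -0.15 ± 0.12 and passed once arrays were centred on their medians. Thus 5 of 11 study genes differed, all lower, and 5 adjusted over the list alone.

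On T3 Scd4 had again the largest difference among genes higher in TRα1+m, at 3.38 ± 0.29 (2.99 after quantile normalization), and Cdkn1a was 2.65 ± 0.27 higher (2.34). Mup19, Mup9 and Mup22, urinary protein genes expressed mainly in liver, were higher by 2.88 ± 0.67, 2.74 ± 0.58 and 2.67 ± 0.63, but their copies are nearly identical and probe sets may not separate them. The same holds for Sly, a multi-copy gene of the Y chromosome (2.65 ± 0.39). Dbp was lower at -3.57 ± 0.42 (-3.67), Atp2a1, the skeletal muscle calcium pump, at -2.50 ± 0.18 (-2.96), Nr1d1 at -2.33 ± 0.31 (-2.50), Lrat at -2.31 ± 0.27 (-2.53), Cntn2 at -2.15 ± 0.20 (-2.54) and Tmem196 at -1.86 ± 0.17 (-2.33), each in 5 of 5 arrays. Myom2 was 2.41 ± 0.18 higher (2.30) and Klf9 lower at -1.19 ± 0.19 (-1.29).

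Among lists, 15 of 18 interferon genes were now higher in TRα1+m and none lower, 9 and none after quantile normalization, with Ifit1 at 1.40 ± 0.23 (1.04), Xaf1 at 1.24 ± 0.18 (1.00) and Ifit3 at 1.07 ± 0.17 (0.95) (median 0.96, adjusted p = 0.0261, and adjusted p = 0.729 with an estimated correlation). Clock genes were lower in 7 of 17 cases and higher in 3, or 11 and 3 after quantile normalization, with Nr1d2 at -1.82 ± 0.23 (-1.97) and Npas2 at 2.25 ± 0.30 (1.87) (median -0.62, adjusted p = 5.4e-05, and adjusted p = 0.113 with an estimated correlation). T3-induced genes were lower in 7 of 18 cases and higher in 3, or 9 and 2 after quantile normalization (median -0.18, adjusted p = 5.4e-05, and adjusted p = 0.253 with an estimated correlation). Of the 7 lower T3-induced genes 4 are study genes, and without these the list was not called (adjusted p = 0.162). Oxidative phosphorylation genes were higher in 49 of 82 cases and lower in 10, Ndufb8 at 1.69 ± 0.12 (1.52) and Uqcrc2 at 1.23 ± 0.11 (1.16) among them. By camera that list was called after quantile normalization, with 48 higher and 11 lower (adjusted p = 9.6e-08, and adjusted p = 0.533 with an estimated correlation, against adjusted p = 0.092 on the deposited values and adjusted p = 0.606, pointing down, with median-centred arrays). Acadm, at 1.00 ± 0.13 (0.92), and Decr1, at 0.95 ± 0.11 (0.85), of fatty acid oxidation were higher as well. Over all probe sets 10738 were called on T3, 9410 higher and 1328 lower (87.6% higher). That split was 3515 and 4002 after quantile normalization (46.8% higher), 2406 and 5880 with median-centred arrays (29.0% higher) and 3958 and 3710 with genotypes matched on negative controls (51.6% higher). Genotype effects on water and on T3 had a correlation of 0.854 across probe sets, and 8665 of the 8691 called in both had the same direction. Both effects hold the same shift of scale. After quantile normalization the correlation was 0.837, and 5454 of the 5480 called in both agreed, with 2548 higher in both in place of 7706.

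To see which baseline differences T3 removes, T3-treated TRα1+m hearts were set against untreated wild type. The study counts a difference as permanent if it remains against untreated or T3-treated wild type. Against untreated wild type Ryr2 was still lower at -0.49 ± 0.10 (adjusted p = 2.0e-04, 5 of 5 arrays, -0.53 after quantile normalization), Atp2a2 at -0.54 ± 0.08 (adjusted p = 1.1e-05, 5 of 5 arrays, -0.37), Kcnh2 at -0.96 ± 0.20 (adjusted p = 3.2e-04, 5 of 5 arrays, -1.06), Kcnd2 at -1.58 ± 0.21 (adjusted p = 2.2e-06, 5 of 5 arrays, -1.96) and Kcna5 at -0.87 ± 0.24 (adjusted p = 0.0047, 5 of 5 arrays, -1.28). Hcn2 was 3.09 ± 0.23 higher than in untreated wild type (2.73 after quantile normalization), Myh7 lower at -1.78 ± 0.26 (-1.84) and Kcne1 lower at -1.38 ± 0.27 (-1.87), each opposite to its baseline difference. Hcn4 was 0.57 ± 0.20 higher (adjusted p = 0.016, 5 of 5 arrays), a call that ended after quantile normalization (0.10, adjusted p = 0.70) and without TRα1+m T3 array 3 (0.37, adjusted p = 0.0757). Myh6 at -0.19 ± 0.12 and Chrm2 at -0.01 ± 0.15 were not called. Of the 11 study genes 9 differed, 2 higher and 7 lower, and 9 adjusted over the list alone.

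Of 23 heart rate and conduction genes that differed on water, 12 still differed in the same direction after T3, 6 were not called and 5 differed in the opposite direction. After quantile normalization 22 differed on water and 10 still did. Counting a difference from either untreated or T3-treated wild type, as the study does, 17 of 23 remained, and 16 of 22 after quantile normalization. Those that kept their class on both scales included Gja1, the connexin 43 gene, at -0.91 (-0.97), Kcnj3 at -0.70 (-0.77) and Nkx2-5, a cardiac transcription factor, at 0.88 (0.44), besides the 5 channel and pump genes above; they were named after their values were seen. Of 85 potassium channel genes, 46 differed on water and 41 of these still did, against 43 and 30 after quantile normalization. The class also holds genes that T3 itself lowers, such as Kcnip2, which fell with T3 in both genotypes and then lay -2.61 below untreated wild type. Over all 21092 probe sets, 11516 differed on water, of which 8474 still differed (73.6%), 2754 were not called and 288 differed in the opposite direction. Against either wild-type group 9781 remained (84.9%). After quantile normalization 5265 of 8421 still differed (62.5%). Both contrasts use the same wild-type water arrays. With these split 3 against 3, 62.9% still differed on average over 20 splits. Each contrast then had fewer wild-type arrays, and on average 9494 probe sets were called on water. The lower share thus mixes lost power with the removal of shared arrays. Simulated unchanged groups gave 0 probe sets called in both. With no probe set changed that could hardly come out otherwise, so it does not measure the effect of the shared arrays. A gene that was not called is not shown to be restored.

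Whether genes lower in TRα1+m are those that T3 raises was asked through the correlation of the genotype effect on water with the T3 effect in wild type, which was -0.0736 across probe sets. These contrasts share the wild-type water arrays, which in simulated unchanged groups gave a covariance of 0.0161, against an observed covariance of -0.0152. With the controls split, the correlation was -0.151. Without wild-type water array 3 the correlation with shared controls was 0.0282. The jackknife standard error over arrays was 0.134, so the sign of the correlation with shared controls is not settled. Simulated unchanged groups gave a correlation of 0.477 through the shared arrays, so 0 is not its value without change. Among probe sets called in both contrasts, 481 of 1456 had the same direction (33.0%), and 393 of 1400 after quantile normalization (28.1%). Most of these thus went opposite ways, although shared arrays favour the same direction. For all probe sets no direction is given.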

Values the study reported

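In wild-type hearts, 240 genes were reported as regulated by T3. For the comparison of genotypes the study counted 161 genes, and 345 genes for the genotypes after T3 had reactivated the receptor.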

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

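Tests of time of day, of Nr1d1, of macrophages and of a shift that reaches control probe sets, and the splits of the samples, were chosen after the results were seen, while those of the Thra segment, of separate processing and of a few infected animals were fixed earlier.

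Genes called by the interaction test included structural and channel genes. T3 effects were more negative in TRα1+m for Myh7 (-2.53) and Nr4a1 (-1.98), and more positive for Retnla (2.57), Cbr2 (2.47), Irf7 (2.37), Rsad2 (2.07), Gbp3 (1.82), Myom2 (1.76), Hcn2 (1.58), C1qa (0.97, adjusted p = 0.0318) and Myoz2, a protein of the Z disc near the upper limit of the scale (0.70, adjusted p = 0.0144). For Hcn2, Irf7 and Retnla, which lay below the median negative control in TRα1+m on water alone, the exact size is open. Nr4a1 lay close to that level in wild type, at 6.59 on water and 6.26 on T3. A fall there may hardly have been measurable, so the direction of its difference is not settled. Also called were Tnni1 (-2.36), Kcne1 (-2.33), Lrat (-2.19), Tmem232 (-1.69), Atp2a1 (-1.63, adjusted p = 0.00248), Hr (-1.40, adjusted p = 0.026) and Oas2 (1.25, adjusted p = 0.0233). Their levels below the median negative control lie where even the direction of the difference is not settled. The test was read for 108 genes considered for the text. Without single arrays the interaction of Hcn2 lost its call at values between 1.49 and 1.58 (adjusted p = 0.0514 to 0.0715), that of Irf7 between 2.17 and 2.42, and that of Retnla between 2.35 and 2.66. For Hcn2 these 9 arrays were wild-type water 2 and 5, wild-type T3 4 and 6, TRα1+m water 5 and TRα1+m T3 2, 3, 4 and 5. For Irf7 the 15 arrays were wild-type water 1, 2, 4 and 5, wild-type T3 1, 3, 4 and 6, TRα1+m water 1, 3 and 4 and TRα1+m T3 2, 3, 4 and 5, and for Retnla the 13 arrays were wild-type water 1, 2, 4 and 5, wild-type T3 1, 4, 5 and 6, TRα1+m water 5 and TRα1+m T3 2, 3, 4 and 5. Of 100 splits of the samples, 2 called at least as many interaction probe sets as the 58 found, the real grouping included. These splits exchanged T3 and water arrays within each genotype, which breaks up the T3 effect itself and not the interaction alone. They therefore cannot say whether chance gives such a count of interaction calls. The other split called 287, several times more. That split left all 6 wild-type T3 arrays in place and set 3 water arrays beside 2 T3 arrays as the T3 group of TRα1+m, so it holds the T3 effect of wild type. Over 99 splits the calls followed such an imbalance with a Spearman correlation of only 0.237, so it is not shown to be the whole reason.

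Interferon genes rose more with T3 in TRα1+m, with a median interaction of 0.93. Their per-array mean was 7.83 ± 0.29 and 9.16 ± 0.24 in wild type on water and T3 and 7.62 ± 0.20 and 10.02 ± 0.15 in TRα1+m. A few animals with an infection are argued against, because 11 of 11 T3 arrays (6 and 5) lay above every water array of their genotype. More macrophages in T3-treated hearts remain possible: macrophage genes rose too, and interferon genes exceeded them by 0.585 in wild type and 0.96 in TRα1+m, which lies between the outcomes fixed for either answer. A direct action of T3 or of the receptor on these genes was not tested. The same holds for the somewhat higher serum T3 that the study reported in treated TRα1+m mice.

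Probe sets that measure no mouse gene differed between genotypes, with medians on water of 0.389 for background, 0.409 for ERCC and 0.192 for bacterial spike-in probe sets. The background value covers 14 probe sets. Over all 23 the per-array median differed less, with a mean of 5.901 in wild type and 5.995 in TRα1+m on water. The values of 0.389 and 0.409 lie beside 0.357 for genes, as a common shift of the arrays would have it. The test of such a shift was written from these same values and decides nothing. Arrays processed or scaled apart may account for part of the calls. After joint quantile normalization 14.6% of negative-control probe sets were still called on water, against 37.2% of gene probe sets. In the T3 contrasts at most 1.98% of negative controls were called. The share on water lies between the outcomes fixed for either answer. Other probe sets were called more often on water: 28.6% of 14 background, 21.3% of 61 ERCC and 62.5% of 8 bacterial spike-in probe sets. Of 1260 olfactory and vomeronasal receptor genes 29.3% were called. How many calls this explanation accounts for is not settled. A chromosome segment carried along with the Thra mutation was tested on the 200 genes nearest to Thra. The share called in both genotype contrasts was 30.5% there against 25.3% elsewhere (ratio 1.21, Fisher's exact p = 0.102). The ratio lies under the bound fixed earlier for no such segment, which argues against a large surplus of calls over this span. A small surplus cannot be told from none with 200 genes. So few genes could not be the source of most calls in any case, and a shorter segment was not tested. Array scale and genotype cannot be told apart by this design, and biological effects of the mutation stay open beside it.

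Clock genes differed between genotypes on water and on T3. Tissue taken at another time of day in 1 genotype may be a cause: genes that peak with Arntl had a median difference of 0.669 on water and 0.591 on T3 after quantile normalization, and genes of the opposite phase -1.43 and -1.17, although Cry1 went against its set at -0.89. That test was written after clock differences had been seen, so it leaves the explanation open. Nr1d1 lies next to Thra and was lower in TRα1+m. Lower Nr1d1 as the origin of the other differences would need clock output genes at 0 or more. They lay at a median of -1.76 (SD 0.775), which goes against that explanation. That test too was written after the clock differences had been seen, so it is no independent check. The hour of sampling is not given in the labels, and a biological effect of the receptor on the clock was not tested.

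Single arrays stood far from their group for 9 of 120 groups of values tested, where chance gives about 1 in 20. TRα1+m water array 2 did so for Cbr2 (8.46, others 9.53 to 9.78), Rsad2 (8.33, others 7.12 to 7.44) and Myom2 (17.1, others 16.3 to 16.5). Wild-type T3 array 6 did so for Lrat (10.9, others 12.4 to 12.9) and Retnla (7.37, others 8.25 to 8.77). Others were Hcn4 on wild-type T3 array 5 (8.63, others 7.96 to 8.21), Kcnd2 on TRα1+m T3 array 1 (7.02, others 7.88 to 8.10), Thra on TRα1+m T3 array 2 (10.8, others 11.2 to 11.3) and the mean of the clock genes on wild-type water array 6 (9.51, others 10.1 to 10.3).

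Random regrouping of the samples was compared with the other counts of calls, with 100 splits each, the real one included. In each of these contrasts 1 split, the real one, gave as many calls. The splits were chosen after the results were seen, when the arrays were known to separate by group, so they do not test chance independently. In the contrasts between genotypes, a difference in array scale alone could give the same outcome, so no genotype effect follows from the splits. The real counts and the highest of the other splits were 2688 and 610 for T3 in wild type, 3198 and 354 for T3 in TRα1+m, 11516 and 9247 for genotype on water, 10738 and 8228 for genotype on T3, and 11624 and 3158 for T3-treated TRα1+m against untreated wild type.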

How the results depend on the processing

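The fit without wild-type water array 3 and wild-type T3 array 6, the quantile-normalized lists and the genotypes matched on negative controls were chosen after the data were seen; the other alternatives were planned. Of 329 values of the main results under the alternatives 295 were unchanged, which for counts means within 1.5 times and for correlations the same sign and within the jackknife standard error. Of 1690 values for named genes 1572 kept their sign and stayed called or not called, 74 lost the call, 8 gained it and 36 changed sign without a call. Of 945 values for lists, 63 lost a call, 16 gained it and 866 stayed as they were, called or not. The cause was not tested where none is named.

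A minimum change left fewer calls by construction. At 1.5 times, 1541 probe sets were called for T3 in wild type, 2107 for T3 in TRα1+m, 7473 and 6848 for genotype on water and on T3, and 7609 for T3-treated TRα1+m against untreated wild type. At 2 times these were 441, 776, 2529, 2142 and 2726. With a mean log2 above 6 fewer probe sets entered, which left 7171 and 6848 genotype calls, 7475 for T3-treated TRα1+m against untreated wild type, 4945 still called after T3 and a correlation of T3 effects of 0.813. Restricted to probe sets called in either genotype, it was 0.875. Quantile normalization gave 88 interaction calls and 5265 probe sets still called, trended and robust variances 99 interaction calls, and array weights 100. The correlation of the genotype effect on water with the T3 effect in wild type, -0.0736, ran from -0.132 to 0.0282 on leaving out single arrays and changed sign at 0.0282 without wild-type water array 3. Its jackknife standard error was 0.134, so its sign is not settled.

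With an estimated correlation 5 lists in place of 14 were called for T3 in wild type, 5 in place of 13 for T3 in TRα1+m, 0 in place of 11 and 5 for genotype on water and on T3, and 1 in place of 8 for the interaction. By fry 22, 20 and 5 were called for the genotype contrasts and the interaction. Without the 12 study genes 6 and 1 were called between genotypes, after quantile normalization 7 and 9, and 8 on T3 with median-centred arrays.

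Leaving out each array in turn gave 2359 to 2741 calls for T3 in wild type, 2769 to 3120 for T3 in TRα1+m, 10662 to 11380 and 9932 to 10638 for genotype on water and on T3, 10796 to 11500 for T3-treated TRα1+m against untreated wild type and 40 to 85 for the interaction. Without the arrays that stood apart these were 2451, 11556, 10770, 11723 and 60 for the contrasts they enter. For pairing, same-numbered wild-type arrays correlated between 0.031 and 0.293, with 4 of 6 over 0.1, and other same-numbered arrays between -0.266 and 0.335. In 5 of 31 pairs the own number correlated highest, so the numbers were not taken to pair samples. With a replicate block 2715, 3295, 11692, 10886, 11728 and 65 probe sets were called, in the same order.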

Other observations

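The tests in this part were fixed earlier, but the genes described were chosen after their values were seen.

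Several responses concerned calcium handling, channel subunits, autonomic signalling and a receptor partner. Casq1, the calsequestrin of fast skeletal muscle, rose with T3 by 2.38 ± 0.29 in wild type (adjusted p = 2.5e-06, 6 of 6 arrays) and by 2.05 ± 0.31 in TRα1+m (adjusted p = 4.1e-05, 5 of 5 arrays). Atp2a1, the calcium pump of the same muscle, rose in wild type by 1.70 ± 0.17. Sodium and calcium channel subunits went both ways. In wild type and TRα1+m, Scn4b rose by 1.38 ± 0.18 and 0.96 ± 0.19 and Cacna2d1 by 0.78 ± 0.11 and 0.99 ± 0.12. Cacna1c fell in both, at -0.65 and -0.89. The list of autonomic signalling genes was not called in either genotype (adjusted p = 0.597 and 0.219), with 3 of 19 members higher and 5 lower in each. Single members changed: Pde3a, a phosphodiesterase, fell by 1.80 ± 0.12 and 1.42 ± 0.13, Rgs4 rose by 0.86 ± 0.17 and 1.32 ± 0.18, and Rgs2 fell by 1.14 ± 0.31 and 2.21 ± 0.34. On water Rgs2 was 2.40 ± 0.33 higher in TRα1+m than in wild type (2.18 after quantile normalization), as was Grk5, a kinase that desensitises adrenergic receptors, at 1.70 ± 0.13 (1.52). Rxrg, a partner of the thyroid hormone receptors, fell with T3 by 1.08 ± 0.13 and 1.28 ± 0.15.

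Named as T3-responsive, Ryr2 was not called for T3 in either genotype on the deposited values and passed in both after quantile normalization, at 0.27 and 0.30, and when adjusted over the list alone. The study tested a treatment effect over both genotypes and adjusted over a gene list, so these tests are unlike and no disagreement is shown. The size is below the log2 change of 0.5 at which the self-test recovered 8.5% of changed probe sets in wild type. With only 200 probe sets changed, that self-test was stricter than this contrast, so it does not give the chance of calling Ryr2.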
